A study of Homo sapiens with 4 samples. Its data were reported in "DHX36 binding induces RNA structurome remodeling and regulates RNA abundance via m6A reader YTHDF1" (2024).

How the data were processed

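YTHDF1, a cytoplasmic reader of N6-methyladenosine (m6A), was mapped on RNA by crosslinking immunoprecipitation and sequencing (CLIP-seq). The HEK293T cells used were either wild-type (WT) or lacked DHX36 after a knockout (DHX36-KO). HEK293T is an established human embryonic kidney cell line. DHX36 is a helicase that unwinds RNA G-quadruplexes, which are stacked structures formed by runs of G. The labels give 4 samples, 2 replicates in each of 2 groups. The deposited data analysed here were 1 list of peaks per group, so no value of a single replicate was used and no spread between replicates could be given. Whether the tags of the replicates were pooled before peaks were called is not stated for these libraries.

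Per the study's methods, the authors trimmed adapters with Cutadapt, mapped reads to hg38 with BWA, removed duplicates and called peaks with the crosslinking-induced mutation site mode of the CLIP Tool Kit. This mode looks for positions where more tags carry a mutation than chance allows, and each peak is 1 nt long. The kind of mutation that was called was not stated in the columns used here. The score deposited by the authors is the number of unique tags with a mutation at the site. The count deposited by the authors beside it is the number of unique tags that cover the site, called coverage below. The p-value column deposited by the authors holds a false discovery rate, which was at most 0.0494 in the WT list and 0.0468 in the DHX36-KO list. The score belongs to the peak in its own list and is not normalized to the size of the library. Library totals were not used here.

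Each deposited row pairs a site with an exon that overlaps it on the same strand. The 83761 rows of WT and 73984 rows of DHX36-KO were therefore reduced to unique sites by chromosome, position and strand. The lowest score and the lowest coverage were 3 in both lists. The score divided by the coverage is called the mutated share. The rows name transcripts, and 96.1% of WT rows and 96.0% of DHX36-KO rows named a transcript of GENCODE 44, the annotation used here on hg38. The exon was identical in 90.6% of WT rows and 90.7% of DHX36-KO rows, and the annotation behind the deposited rows is therefore close to but not the same as the one used here. Gene names were taken from the deposited rows.

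A peak was shared when the other list held a peak at the same nucleotide and strand, an overlap of 1 nt. The random background moved each peak to a random exonic position of its own gene in 100 draws. Regions were taken in the order 3'UTR, CDS, 5'UTR, noncoding exon and intron, and the stop codon counted as 3'UTR. The m6A motif DRACH (D is A, G or U, R is A or G, H is A, C or U) was sought in the site with 5 nt on either side and compared with windows of 11 nt lying 200 nt away on both sides. All sequence windows were taken from the genome and not along the spliced transcript, so background windows can lie in introns. A G-quadruplex motif was 4 runs of at least 3 G with loops of 1 to 7 nt within 50 nt of the site. Shares carry Wilson 95% intervals, and medians carry bootstrap intervals from 1000 draws over sites. These intervals cover counting error only. Fisher's exact tests and Mantel-Haenszel chi-square tests within score strata were two-sided. The strata were cut at the quartiles of each list, which gave scores of 3, of 4, of 5, and of 6 or more in both lists. Each test compares the 2 lists, or peaks with other peaks or with background within a list. None compares replicated conditions, and peaks are not replicates. Genes with at least 20 peaks in both lists together were tested with Fisher's exact test against all other exonic peaks, with Benjamini-Hochberg adjustment. Genes named in the text were a fixed list of 9 (the deleted gene, the precipitated protein, 4 mRNAs followed up by the study and 3 of its structure examples), plus up to 5 genes in each direction among those with an adjusted p under 0.05.

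The gene test was tested on simulated data in which 200 of the 551 tested genes had changed odds. It recovered 6 genes at a 2-fold change, 146 at a 4-fold change and 198 at an 8-fold change, with 0, 3 and 4 false calls. With no changed gene it made 0 calls. The overlap, motif and stratified tests were also tested on simulated data.

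Alternatives covered the score threshold, merging of nearby peaks, the distance and strand that count as shared, the order of annotation, the motif, window and background, the G-quadruplex definition, gene assignment and the gene test. Leaving out a replicate and blocking by replicate were planned and could not be run. The signal of YTHDF1 within DHX36 binding sites, m6A sites and other assays of the study were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.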

Results

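To examine YTHDF1 binding with and without the helicase DHX36, HEK293T cells of both genotypes, WT and DHX36-KO, had been taken through YTHDF1 CLIP-seq in 2 replicates each. The peak list of each genotype was analysed, and there was no replicate check on any difference between them. The p-values below compare these 2 lists, or compare peaks with other peaks or with background within a list. None compares replicated conditions. The WT list held 35754 peaks and the DHX36-KO list held 31451. The median coverage was 7 unique tags per peak in both lists, and 67.7% of WT peaks and 74.8% of DHX36-KO peaks were covered by 10 tags or fewer. The coverage summed over peaks, which counts a tag once for each peak it covers, was 649677 in WT and 429980 in DHX36-KO, with a mean of 18.2 and 13.7 tags per peak. Mitochondrial RNA carried 285 WT and 226 DHX36-KO peaks but 37.7% and 28.7% of this coverage.

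The first question was whether fewer YTHDF1 peaks were called without DHX36. The DHX36-KO list was shorter, with a ratio to WT of 0.880, and it made up 46.8% of the peaks of both lists (Wilson 95% interval 46.4 to 47.2). The direction depended on the score, which is the authors' number of tags carrying the mutation. At a score of 3, the lowest in the lists, DHX36-KO had more peaks (14377 against 12245). At a score of 4 or more it had fewer (17074 against 23509, ratio 0.726). The stricter threshold that moved the result most was a score of 5 or more, the upper quartile, where DHX36-KO made up 39.8% of peaks. The lowest score that passed differed between the lists only at some coverages. It was equal in both lists at coverages of 9 (3), 10 (4), 22 (4) and 30 (5). At a coverage of 27 it was 4 in WT and 5 in DHX36-KO. At coverages of 40 and 44 it was 5 and 6, and at a coverage of 50 it was 9 and 6.

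**Figure D1:**
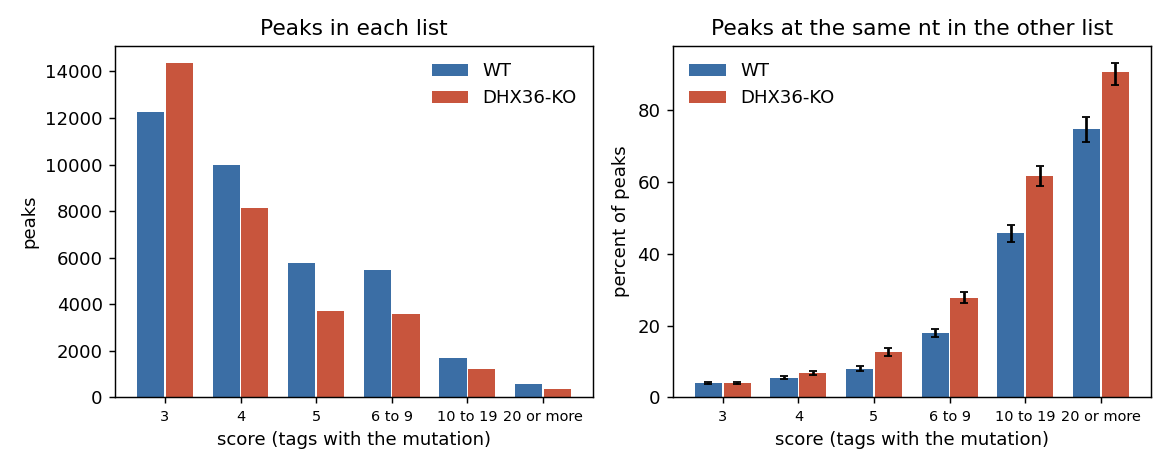
Left, number of peaks in each score class in WT (blue) and DHX36-KO (red); right, percent of the peaks of each class with a peak at the same nucleotide in the other list, with Wilson 95% intervals. DHX36-KO has more peaks at a score of 3 and fewer above it, and the shared percentage rises from 4.05% at a score of 3 to 74.7% at 20 or more in WT.

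The overlap of the lists was then measured. In total, 3688 sites were found at the same nucleotide in both, which was 10.3% of WT peaks (10.0 to 10.6) and 11.7% of DHX36-KO peaks (11.4 to 12.1). Peaks moved at random inside the exons of their gene reached 0.157% and 0.178% on average, and 0 of 100 draws reached the observed share. When a peak within 50 nt was accepted, the shares were 21.4% and 23.1%, against 7.56% and 8.14% for the random positions. Sharing rose with the score, from 4.05% of WT peaks at a score of 3 to 74.7% at a score of 20 or more. Among WT peaks covered by at least 20 tags, 91.8% were shared when the mutated share was 0.9 or more (180 of 196 peaks), and 11.8% when it was under 0.2 (250 of 2118 peaks).

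At the shared sites, the signal of the 2 genotypes was compared without a normalization for library size. These sites had to pass the cutoff in both lists, so sites whose signal fell below it in either list are left out. A median near 0 at these sites therefore does not show unchanged binding. The median log2 ratio of scores (DHX36-KO over WT) was 0, with 1744 sites lower, 469 equal and 1475 higher in DHX36-KO. Dividing each score by the sum of its list moved this median to 0.33, so its sign depends on the scale. The division shifts every site by the same constant, and a sum over called peaks is not a library size. The value of 0.33 is therefore not evidence of a higher signal in DHX36-KO. The median log2 coverage ratio was also 0 (bootstrap 95% interval -0.04 to 0), with 1785 sites lower and 1593 higher in DHX36-KO. The summed coverage at these sites, which weights sites by their coverage, was 0.740 of that in WT. At the 1512 sites with a mutated share of at least 0.9 in both lists the median log2 coverage ratio was 0. At the 1535 sites with a mutated share under 0.9 in both lists, the median log2 coverage ratio was -0.13 (bootstrap 95% interval -0.19 to -0.03). The mean log2 coverage ratio was below 0 in each set. It was -0.08 (95% interval -0.11 to -0.05) at all shared sites. It was -0.06 (-0.11 to -0.01) at the 1512 sites and -0.12 (-0.17 to -0.08) at the 1535 sites. The mean log2 score ratio at all shared sites was -0.10 (-0.13 to -0.07). None of these means was normalized for library size.

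Because the study focused on 3'UTRs, peaks were assigned to transcript regions. The 3'UTR held 52.3% of WT peaks (51.8 to 52.9) and 52.4% of DHX36-KO peaks (51.9 to 53.0), a difference that Fisher's exact test did not separate from counting error over all peaks (p = 0.877). In the upper quartile of scores the 3'UTR share was higher in DHX36-KO, at 57.7% against 54.9% (odds ratio 1.12, unadjusted Fisher's exact p = 2.61e-05). The CDS held 39.0% and 38.5% (Fisher's exact p = 0.234). The 5'UTR held 4.39% of WT and 4.95% of DHX36-KO peaks, which differed between the lists (Fisher's exact p = 0.000599, adjusted p = 0.00299 over 5 regions). The 5'UTR difference was not present in the upper quartile of scores, where the odds ratio (DHX36-KO over WT) was 0.959 (Fisher's exact p = 0.548).

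To see whether peaks absent from the other list gathered in one region, the share of WT peaks without a DHX36-KO peak at the same nucleotide was computed. It was 92.7% in the 5'UTR (1456 of 1570 peaks) and 82.7% in noncoding exons (1222 of 1477 peaks). It was 88.0% in the 3'UTR (16471 of 18715 peaks) and 92.3% in the CDS (12873 of 13941 peaks). Hence 3'UTR peaks were absent less often than CDS peaks (odds ratio 0.609, Fisher's exact p = 1.63e-38). Within score strata (3, 4, 5, and 6 or more) the odds ratio was 0.669 (Mantel-Haenszel chi-square test, p = 4.97e-23). The mirror comparison of DHX36-KO peaks without strata gave an odds ratio of 0.613. Both comparisons rest on the same shared sites, and the 3'UTR and CDS shares of the 2 lists were nearly equal, so this value follows from the first and is not a separate result. Within score strata the mirror odds ratio was 0.723 (Mantel-Haenszel chi-square test, p = 2.55e-14). At a score of 6 or more it was 0.893 (Fisher's exact p = 0.0759), against 0.769 for WT peaks (Fisher's exact p = 4.00e-06), and the difference between these odds ratios was not tested.

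**Figure D2:**
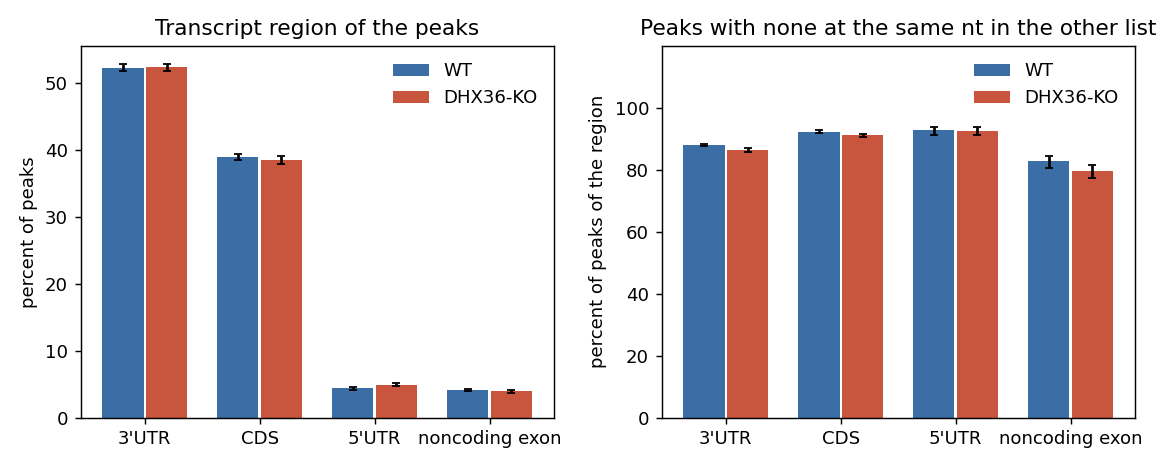
Left, percent of peaks in each transcript region in WT (blue) and DHX36-KO (red); right, percent of the peaks of a region that have no peak at the same nucleotide in the other list, both with Wilson 95% intervals. The 3'UTR holds 52.3% of WT and 52.4% of DHX36-KO peaks, and the absent share is lower in the 3'UTR than in the CDS in both lists.

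Since DHX36 unwinds G-quadruplexes, WT peaks were next split by a G-quadruplex motif within 50 nt. Of the 257 WT peaks with the motif, 89.1% (84.7 to 92.4) had no DHX36-KO peak, against 89.7% of the peaks without it (odds ratio 0.940, Fisher's exact p = 0.757). The mirror comparison of DHX36-KO peaks gave 91.6% with and 88.2% without the motif (odds ratio 1.45, Fisher's exact p = 0.0594). It passed 0.05 with 100 nt on either side (odds ratio 1.48, Fisher's exact p = 0.00102) and with runs of 2 G (odds ratio 1.20, Fisher's exact p = 5.55e-05). Within score strata the odds ratio was 1.53 (Mantel-Haenszel chi-square test, p = 0.0490). The shared peaks with the motif are the same sites in both comparisons, so the mirror odds ratio largely restates that DHX36-KO had more peaks with the motif, 333 against 257. With runs of 2 G, the higher frequency of the motif in DHX36-KO was no longer present within 20 bins of G content (odds ratio 0.979, Mantel-Haenszel chi-square test, p = 0.404), where the window of the G content includes the motif.

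The m6A motif was examined in both lists. DRACH lay within 5 nt of 13.0% of WT peaks (12.7 to 13.4), against 12.3% of windows 200 nt away (odds ratio 1.06, Fisher's exact p = 0.00144). In DHX36-KO these shares were 12.5% and 12.2% (odds ratio 1.03, Fisher's exact p = 0.239). Between the 2 lists, Fisher's exact test gave p = 0.0294, and 0.176 after Benjamini-Hochberg adjustment over the 6 motifs compared. The 5 single motifs GGACU, GGACA, GAACU, AGACU and GAACA each lay near under 1% of peaks, and none differed between the lists, with p from 0.511 to 0.927. Against windows 200 nt away, these motifs gave 10 tests over both lists. GGACU near WT peaks (odds ratio 1.28, Fisher's exact p = 0.00114, adjusted p = 0.0114) and GAACU near DHX36-KO peaks (odds ratio 1.27, Fisher's exact p = 0.00301, adjusted p = 0.0150) passed 0.05 after adjustment. AGACU near DHX36-KO peaks passed only before it (odds ratio 1.21, Fisher's exact p = 0.0187, adjusted p = 0.0622). GAACU near WT peaks gave an odds ratio of 1.15 (Fisher's exact p = 0.0561), and 1.23 against windows 30 nt away (Fisher's exact p = 0.00519, unadjusted), so these values do not set the 2 genotypes apart by motif. The WT excess of DRACH was also found against windows 30 nt away (odds ratio 1.05, Fisher's exact p = 0.0205) and at a mutated share under 0.9 (odds ratio 1.08, Fisher's exact p = 0.00177), and GGAC gave an odds ratio of 1.17 (Fisher's exact p = 4.07e-05). It was absent against dinucleotide-shuffled windows (odds ratio 0.981, Fisher's exact p = 0.394) and with 25 nt on either side (odds ratio 0.997, Fisher's exact p = 0.844). The shuffle of so short a window keeps the dinucleotides that build the motif. With 25 nt on either side, 58.3% of WT windows held DRACH. Neither setting could therefore easily show an excess confined to 1 position. In DHX36-KO the odds ratio was 1.05 at a mutated share under 0.9 (Fisher's exact p = 0.0535). It was 1.15 with GGAC (Fisher's exact p = 0.000498) and 0.991 against windows 30 nt away (Fisher's exact p = 0.676). By position, the A of a DRACH motif lay 1 nt upstream of 3.08% of WT and 2.93% of DHX36-KO peaks, against a mean of 1.81% and 1.79% at distances of 6 to 20 nt. A smaller rise lay 4 nt upstream, at 2.04% in WT (1.90 to 2.19) and 2.06% in DHX36-KO (1.91 to 2.22), above the highest values at 6 to 20 nt (1.95% and 1.92%). The lowest position was 1 nt downstream, at 1.43% and 1.42%. A C followed an A more often at the peaks than nearby. Of C bases at WT peaks, 25.0% followed an A, against 19.6% of C bases 10 to 20 nt away. Among C bases that followed an A, 36.3% at WT peaks and 37.1% nearby lay in DRACH (odds ratio 0.966, Fisher's exact p = 0.380). This value joins 2 classes of peaks that differed in direction. At a mutated share under 0.9 the odds ratio was 1.09 (Fisher's exact p = 0.0761), and at 0.9 or more it was 0.706 (Fisher's exact p = 5.05e-06).

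**Figure D3:**
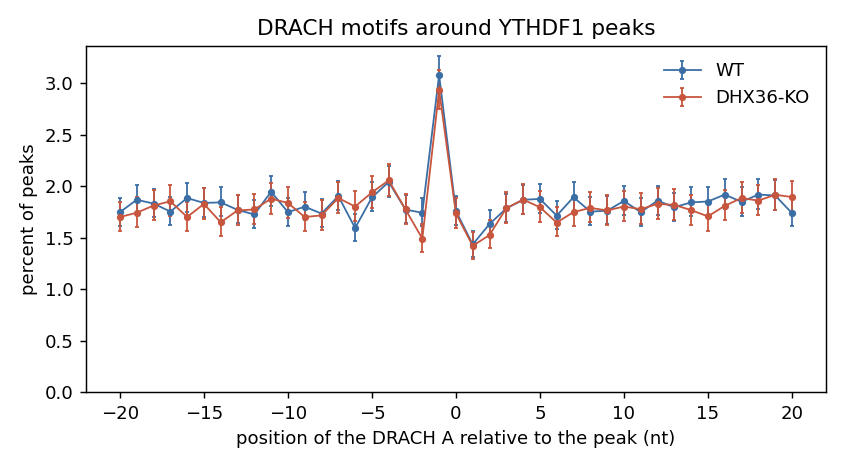
Percent of peaks with the A of a DRACH motif at each position from 20 nt upstream (negative) to 20 nt downstream of the peak, in WT (blue) and DHX36-KO (red), with Wilson 95% intervals. The highest position, 1 nt upstream, stands at 3.08% in WT and 2.93% in DHX36-KO, and a smaller rise 4 nt upstream stands at 2.04% and 2.06%.

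At the gene level, 9169 genes carried a peak in WT and 8998 in DHX36-KO, with 6927 in both. Of 551 genes with at least 20 peaks, 0 differed in their share of peaks at an adjusted p under 0.05, and 55 did at an unadjusted p under 0.05, of which 39 had fewer and 16 more peaks in DHX36-KO. The smallest adjusted p was 0.151. After peaks within 50 nt were merged, 8 of 309 genes had an unadjusted p under 0.05, and the smallest adjusted p was 1. On simulated data the same test recovered 3% of genes with a 2-fold change and 73% with a 4-fold change, so changes of 2-fold were not detectable at this depth.

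None of the 9 genes of the fixed list differed between the lists (unadjusted p from 0.192 to 1, and 1 when adjusted over the list alone). DHX36 itself (chromosome 3, 154272546 to 154324487) carried 1 peak in WT and 0 in DHX36-KO, too few to check the knockout. YTHDF1 (chromosome 20, 63195429 to 63216139) carried 13 and 10. The 4 mRNAs that the study followed up, EZR, MEPCE, PHF23 and ZNF768, carried 18 WT and 16 DHX36-KO peaks together, of which 1 was shared. That site lies in the 3'UTR of EZR at position 158766612 of chromosome 6 (minus strand, hg38), in the sequence AGAAACTTCAT, with a DRACH A 1 nt upstream. It had 4 mutated tags of 25 in WT and 5 of 13 in DHX36-KO, and the Wilson intervals of the mutated share overlapped (6.40% to 34.7% and 17.7% to 64.5%). JUN carried 14 peaks in each list, 7 of them shared. Its peak with the highest score in WT, at position 58781590 of chromosome 1 (minus strand, 3'UTR, sequence ATGAACTCTTT), also has a DRACH A 1 nt upstream. There, 129 of 473 tags were mutated in WT (27.3%, 23.5 to 31.5) and 47 of 203 in DHX36-KO (23.2%, 17.9 to 29.4). The mutated share is not a measure of the amount of binding, and the tag numbers were not normalized for library size. PYCR1 carried 6 and 5 peaks and CCNA2 carried 1 and 4.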

Values the study reported

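The study reported that about 20% of DHX36 binding sites in 3'UTRs overlapped m6A and that 24% overlapped YTHDF1 binding, the latter taken from earlier iCLIP data. It reported 3738 mRNAs with a longer half-life after loss of YTHDF1. Neither measure is computed from the peak lists analysed here.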

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

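No paired analysis was possible because each genotype has 1 list in which the replicates are not kept apart. Leaving out each replicate could not be run for the same reason. Requiring 50% reciprocal overlap and annotating the peak start cannot change a value, since each peak is 1 nt long. Alternatives were fixed before the data were examined, except those named here as added, which were chosen after seeing the data. Of 83 alternative values, 36 stayed the same, 29 moved, 1 was weaker, 5 were stronger and 12 reversed. Where no cause is given, the cause was not tested.

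The DHX36-KO share of peaks, 46.8%, stayed under 50% in all alternatives fixed beforehand, including chromosomes 1 to 22 and X only (46.8%): 42.1% at or above the median score, 39.8% in the upper quartile of scores and 47.9% after merging peaks within 50 nt. Scores are whole numbers, so the upper quartile, a score of 5 or more, holds 33.4% of peaks and is the same set as the added score of 5 or more (39.8%). Among the other added alternatives it was 47.3% for a mutated share under 0.9, 41.5% at a score of 10 or more and 47.4% under the stricter of the 2 cutoffs, and it reversed to 54.0% at a score of 3.

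The shared percentage in WT and DHX36-KO moved to 21.4% and 23.1% within 50 nt, to 13.6% and 18.2% for peaks at or above the median score, and to 6.20% and 6.92% for a mutated share under 0.9 (added). Cutting WT to the length of DHX36-KO gave 11.5% in WT. The random background rose to 0.269% and 0.306% when peaks were moved by 1 to 50 nt (added). The median log2 score ratio moved to 0.33 after division by the sum of the list and to -0.19 for sites at or above the median mean score.

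The 3'UTR share moved to 50.3% and 50.4% in WT and DHX36-KO with the CDS taken first, and to 54.9% and 57.7% in the upper quartile of scores. The odds ratio of the 3'UTR between the lists (DHX36-KO over WT) was 1.12 in the upper quartile, past 0.05, in a test run only after these shares had been seen, and reversed to 0.992 for a mutated share under 0.9 (added), not past 0.05. The 5'UTR odds ratio reversed to 0.959 in the upper quartile. It kept its direction for a mutated share under 0.9 (1.10, added, Fisher's exact p = 0.0439). With 25 nt on either side, the share of peaks with DRACH was 58.3% and 57.3%, with GGAC it was 3.10% and 3.13%, and in the upper quartile of WT it was 12.6%. Against background, the WT odds ratio was 1.01 in the upper quartile, no longer past 0.05, and reversed to 0.997 with 25 nt on either side and to 0.981 against shuffled windows. Neither reversed value passed 0.05, and neither setting could easily show an excess confined to a single position. The DHX36-KO odds ratio reversed to 0.994, 0.998 and 0.991 with 25 nt, with shuffled windows and with windows 30 nt away (added), none of them different from 1, and passed 0.05 with GGAC (1.15). The WT odds ratio stayed past 0.05 with GGAC (1.17), with windows 30 nt away (1.05, added) and for a mutated share under 0.9 (1.08, added). For a mutated share under 0.9 the DHX36-KO odds ratio was 1.05 (added), just short of 0.05 (Fisher's exact p = 0.0535).

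The lower absence of 3'UTR than CDS peaks held in its direction and past 0.05 in all 5 alternatives, with odds ratios from 0.589 to 0.689. Of these, coverage strata (0.620) and a mutated share under 0.9 (0.589) were added. For WT peaks with a G-quadruplex motif the odds ratio crossed 1 without passing 0.05: 1.05 with runs of 2 G, 1.09 with 100 nt, 1.11 within score strata and 1.16 for a mutated share under 0.9 (added). Within coverage strata (added) it stayed under 1, at 0.919, also without passing 0.05. In the mirror comparison, 1.20 with runs of 2 G, 1.48 with 100 nt and 1.53 within score strata passed 0.05, while the 2 added alternatives did not. The mirror values rest on the same shared sites and largely restate the higher number of motif peaks in DHX36-KO.

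Genes with peaks fell to 5329 in WT and 4109 in DHX36-KO in the upper quartile, since fewer peaks were used. The number of genes differing stayed at 0 in 4 alternatives, of which merging was added. The number at an unadjusted p under 0.05 fell from 55 of 551 to 8 of 309 after merging (added). The share of tested genes fell as well, so the smaller number of tested genes does not account for all of it. The number of genes of the fixed list with an unadjusted p under 0.05 was 0 as reported and in all 4 of its alternatives. Of these, merging and the upper quartile of scores were added. Apart from YTHDF1 and JUN, the genes of the fixed list carried too few peaks for these values to show unchanged binding. The coverage of 7 tags at the median peak limits the mutated share of single sites.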

Other observations

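The patterns below were noticed in the data and then tested on the same data, so each explanation is a hypothesis. The tests of strand symmetry, of runs of 2 G within bins of G content and of sites with a score under 10 were chosen only after their results had been seen. Without replicates, a difference between genotypes and a difference between libraries are not separated by any test here.

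Sites found in both lists with a mutated share of at least 0.9 form a class of their own. In the coding sequence of the WT list, 61.4% of them (57.4 to 65.3, 363 of 591) lay at the third codon position, against 36.5% of sites with a mutated share under 0.6 (odds ratio 2.77, Fisher's exact p = 5.58e-32). A made up 50.1% of their A and T bases (46.9 to 53.3), against 63.8% at sites with a mutated share under 0.6. A candidate explanation is a sequence difference between the cells and the reference, which would be called as a mutation in nearly every tag and is blind to the strand. Both tests came out as it needs. Such sites would not mark crosslinks, and 1874 of the 3688 shared WT sites are of this class. Shared sites with a mutated share under 0.6 also lay at the third position more often (45.9%), so the contrast is not exclusive to this class.

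Sites with a mutated share of at least 0.9 in the WT list alone were different. Their third-position share was 40.1%, under that of the shared ones (odds ratio 0.421, Fisher's exact p = 5.75e-22) but over that of sites with a mutated share under 0.6 (p = 0.000269). This argues against a sequence difference as the explanation for most of these 9104 sites, while a minority may be of that kind. Copies of 1 molecule that escaped duplicate removal remain open and were not tested.

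Most sites were absent from the other list. Of 1456 WT sites with a score of at least 10 and a mutated share under 0.9, 43.3% (40.8 to 45.9) recurred in DHX36-KO. Redrawing their tags at the relative coverage of the shared sites would have called 97.9% on average, and 70.4% with the cutoff of DHX36-KO doubled. In the redraw, the cutoff of DHX36-KO reached at a coverage of 55 was held at all higher coverages. Sites with more tags can need a higher score, so these expected shares may be too high. The gap to the observed share therefore does not exclude the sampling of independent tags alone for these sites. Of the 33504 WT sites with a score under 10, 7.44% recurred (7.16 to 7.73). Their redraw gave 53.1% with the cutoff as found and 8.31% with the cutoff doubled, and their mutated shares are raised by the cutoff that selected them, so tag sampling cannot be told apart from other causes there. The redraws also exceeded recurrence at the 794 WT sites with a score of at least 10 and a mutated share of 0.9 or more. There 71.0% (67.8 to 74.1) recurred, against 99.3% and, with the cutoff doubled, 89.8%. Over all 35754 WT sites, 10.3% recurred, against 55.9% and 12.7% in the 2 redraws. The redraw takes its relative coverage from sites that did recur, so lower coverage at the other sites, tags that are not independent and a difference due to DHX36 stay open.

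The shorter DHX36-KO list has several open explanations. DHX36-KO still made up 47.4% of peaks (47.0 to 47.8) under the stricter of the 2 cutoffs, which argues against different cutoffs as the whole of it. Fewer tags per site cannot be told apart from a loss of binding. Thinning WT tags to 74.0%, the relative coverage of DHX36-KO at shared sites, left 22831 WT peaks, fewer than the DHX36-KO list holds. That ratio of sums weights sites by their coverage, while the median log2 coverage ratio at shared sites was 0. Thinning to 95% left 33044 peaks and thinning to 90% left 30466, on either side of the 31451 of DHX36-KO. None of the levels tried gave the scores of the DHX36-KO list. Peaks with a score of 3 fell from 12245 to 11651 at 95% and 11097 at 90%, against 14377 in DHX36-KO, and peaks with a score of 5 or more were 12089 and 10771, against 8923. Thinning of listed sites can only shorten a list. WT sites under the cutoff were not used here, and some of them would enter at low scores once the coverage falls, so the shortfall at a score of 3 does not exclude fewer tags. The test could have excluded the explanation by length and does not favour it.

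The DRACH peak 1 nt upstream of the sites was set against 2 simpler explanations than m6A. An excess of C at the sites may not be the whole of it, because C bases at WT sites lay in DRACH more often than C bases 10 to 20 nt away (odds ratio 1.27, Fisher's exact p = 1.05e-12). The A before the mutated C may account for part of it. Among C bases after an A the odds ratio was 0.966 (Fisher's exact p = 0.380) in WT and 0.965 (p = 0.405) in DHX36-KO. These values join classes that go opposite ways. At a mutated share of at least 0.9 the odds ratios were 0.706 (Fisher's exact p = 5.05e-06) and 0.785 (p = 0.00518). At a mutated share under 0.9 they were 1.09 (Fisher's exact p = 0.0761) and 1.04 (p = 0.487), down from 1.39 and 1.34 for all C bases, and at shared sites under 0.9 they were 1.15 (Fisher's exact p = 0.376) and 1.23 (p = 0.198). A preference of the crosslink or of reverse transcription for a C after an A therefore cannot be told apart from m6A, since the excess left under 0.9 is within counting error but not excluded. At the 70 shared sites of this kind with a mutated share under 0.9, the median log2 coverage ratio differed from that of the 1465 other shared sites by -0.14 (permutation p = 0.246), and with so few sites a specific loss of coverage cannot be told apart from the general one.

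G-quadruplex motifs were more frequent near DHX36-KO peaks (333, 1.06%) than near WT peaks (257, 0.719%), with an odds ratio of 1.48 (Fisher's exact p = 2.67e-06). This comparison between lists was not planned, and the higher absence of DHX36-KO peaks with the motif from WT largely restates it, since the shared sites are the same in both lists. Held within transcript regions the odds ratio was 1.45 (Mantel-Haenszel chi-square test, p = 9.14e-06). This argues against the higher 5'UTR share of the DHX36-KO list as the explanation. The G content within 50 nt on either side was higher in DHX36-KO (24.6% against 23.9%). The odds ratio shrank as G content was held more finely in Mantel-Haenszel chi-square tests, to 1.32 (p = 0.000991) within quartiles, 1.22 (p = 0.0207) within 20 bins and 1.16 (p = 0.105) within each G count. With runs of 2 G it went from 1.13 to 0.979 within 20 bins (Mantel-Haenszel chi-square test, p = 0.404). For runs of 2 G and of 3 G alike, the G content of the libraries cannot be told apart from a gain near G-quadruplexes. The motif itself raises the G content of the window in which it was held, so a ratio near 1 decides nothing, and coarse bins leave some of the G content in. A gain of YTHDF1 peaks near G-quadruplexes without DHX36 remains an untested possibility.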
